# Establishment of the Embryonic Shoot Meristem Involves Activation of Two Classes of Genes with Opposing Functions for Meristem Activities

**DOI:** 10.3390/ijms21165864

**Published:** 2020-08-15

**Authors:** Mitsuhiro Aida, Yuka Tsubakimoto, Satoko Shimizu, Hiroyuki Ogisu, Masako Kamiya, Ryosuke Iwamoto, Seiji Takeda, Md Rezaul Karim, Masaharu Mizutani, Michael Lenhard, Masao Tasaka

**Keywords:** shoot meristem, embryogenesis, stem cell, boundary, transcription factor, cytochrome P450, *CUC*, *STM*, *LAS*, *BLR*, *KNAT6*, *KLU*, *CYP78A5*

## Abstract

The shoot meristem, a stem-cell-containing tissue initiated during plant embryogenesis, is responsible for continuous shoot organ production in postembryonic development. Although key regulatory factors including *KNOX* genes are responsible for stem cell maintenance in the shoot meristem, how the onset of such factors is regulated during embryogenesis is elusive. Here, we present evidence that the two *KNOX* genes *STM* and *KNAT6* together with the two other regulatory genes *BLR* and *LAS* are functionally important downstream genes of *CUC1* and *CUC2*, which are a redundant pair of genes that specify the embryonic shoot organ boundary. Combined expression of *STM* with any of *KNAT6*, *BLR*, and *LAS* can efficiently rescue the defects of shoot meristem formation and/or separation of cotyledons in *cuc1* *cuc2* double mutants. In addition, *CUC1* and *CUC2* are also required for the activation of *KLU*, a cytochrome P450-encoding gene known to restrict organ production, and *KLU* counteracts *STM* in the promotion of meristem activity, providing a possible balancing mechanism for shoot meristem maintenance. Together, these results establish the roles for *CUC1* and *CUC2* in coordinating the activation of two classes of genes with opposite effects on shoot meristem activity.

## 1. Introduction

Primary growth in plant shoots depends on the activity of stem-cell-containing tissue called the shoot meristem, which is located at the tip of the stem [1]. The shoot meristem is initially formed during embryogenesis and is activated upon germination to produce shoot organs such as leaves, stems, and floral organs, while it maintains an undifferentiated stem cell population at its center. Once activated, the shoot meristem keeps the balance between cell proliferation and differentiation to maintain an appropriate size of the stem cell population within it; factors essential for this process have been identified [2,3]. Although activation of these maintenance factors is associated with shoot meristem initiation during embryogenesis, how the process is coordinated is unknown.

Several key regulators for shoot meristem initiation have been reported [4,5,6,7,8,9,10,11]. Among them, the NAM/CUC3 type of NAC-domain transcription factors represents a class of regulators that are required for specification of shoot organ boundaries, which are sites for shoot meristem formation in embryonic and postembryonic development [12,13,14,15,16]. In *Arabidopsis thaliana*, the three NAM/CUC3 genes *CUC1*, *CUC2*, and *CUC3* are expressed in cells along the boundary between two cotyledon primordia and promote shoot meristem formation and the separation of cotyledons [5,6,17]. As shoot meristem formation proceeds, expression of these genes is downregulated from the meristem center and becomes restricted to the adaxial and lateral boundaries of cotyledons. In postembryonic development, the three *CUC* genes are expressed at the adaxial and lateral boundaries of leaf primordia and are required for the formation of axillary shoot meristem as well as for the separation of leaves [6,18].

Several genes whose expression is dependent on *CUC* gene activities have been identified. Expression of the two *KNOTTED1-like homeobox* (*KNOX*) genes *SHOOT MERISTEMLESS* (*STM*) and *KNOTTED1-like from Arabidopsis thaliana 6* (*KNAT6*), which are required for shoot meristem maintenance, is absent from the *cuc1 cuc2* double mutant [17,19] and ectopic expression of the *CUC* genes induces *STM* expression [5,20,21]. The *LIGHT-DEPENDENT SHORT HYPOCOTYLS* (*LSH*) genes *LSH3* and *LSH4*, which encode nuclear proteins of the *Arabidopsis* LSH1 and *Oryza* G1 (ALOG) family, have been identified as direct transcriptional targets of the CUC1 protein and their overexpression induces ectopic shoot meristem formation [22]. Genome-wide mapping of protein–DNA interactions among boundary-enriched genes has identified the *GRAS* family gene *LATERAL SUPPRESSOR* (*LAS*) and the microRNA gene *MIR164C* as direct transcriptional targets of CUC2 [23]. *LAS* encodes a putative transcriptional regulator and is required for axillary shoot meristem formation [24]. Together, these analyses indicate that *CUC* genes regulate multiple genes involved in shoot meristem activity or boundary specification, or both. However, the functional relationship between these downstream genes and *CUC* gene activity remains elusive.

Here, we selected a set of genes whose expression is dependent on *CUC1* and *CUC2* during embryogenesis and demonstrated that the combined activities of *STM*, *KNAT6*, *BLR*, and *LAS* are important for promoting shoot meristem formation and cotyledon separation downstream of *CUC1* and *CUC2*. Moreover, *CUC1* and *CUC2* are also required for the expression of *KLUH* (*KLU*)/*CYP78A5*, a cytochrome P450-encoding gene involved in the rate of shoot organ production and organ size [25,26]. Genetic analysis indicates that *KLU* restricts shoot meristem activity and counteracts *STM* function. Our results thus indicate that the activation of two classes of genes with opposing functions, one positively and the other negatively affecting meristem activity, is an important step for shoot meristem formation.

## 2. Results

### 2.1. Selection of Candidate CUC1 and CUC2 Downstream Genes

It has been reported that the two *KNOX* genes *STM* and *KNAT6*, the GRAS gene *LAS*, and the two *ALOG* genes *LSH3* and *LSH4* show overlapping expression patterns to those of *CUC1* and *CUC2* in the boundary region of cotyledons, and their expression is absent in the corresponding region of *cuc1 cuc2* double-mutant embryos [5,6,17,19,22]. 

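For the screening, total RNA came from about 100 excised embryos each of wild-type Ler and of the cuc1-1 cuc2-1 double mutant. It was amplified to cRNA, which was labelled with the dyes Cy3 and Cy5. The labelled cRNA was hybridized to oligonucleotide arrays on which both samples compete for the same spots. In experiment 1, the cuc1 cuc2 cRNA carried Cy5 and the Ler cRNA carried Cy3, and in experiment 2 the dyes were exchanged. Both hybridizations used the same pair of RNA extracts, so each genotype is represented by 1 biological replicate and the difference between the hybridizations measures technical error only. The records of the arrays give the torpedo stage for the embryos, whereas the paper's text names no stage for this experiment. Each array carried 22575 spots, of which 913 were positive controls and 162 were negative controls, and the other 21500 each probed a different gene. The identifiers of 21191 of these genes matched the RefSeq gene table of assembly TAIR10.1, from which names were taken. The scanner software classed 88.8% of the gene probes as well above background in the cuc1 cuc2 channel and 88.2% in the Ler channel of experiment 1, and 88.2% and 87.5% in experiment 2. In both channels of both hybridizations, 18102 probes met this criterion. The median gene probe of experiment 1 had a brightness of 225 in cuc1 cuc2 and 244 in Ler, over median local backgrounds of 65 and 72. The authors deposited the scanner output, in which the software had subtracted the background, normalized the dyes within each array and computed for each spot the log10 ratio of red over green, an error of that ratio and a p-value. Here each ratio was turned to log2 of cuc1 cuc2 over Ler, so a negative value is a lower signal in the mutant, and the mean of both hybridizations was taken. The dye normalization set the median log2 ratio of all gene probes to 0 in each array, so every value is relative to the bulk of the transcripts. The errors given with single ratios are those of the software's error model, and no test across biological replicates can be made. Of the mutated genes, CUC2 (AT5G53950) had log2 ratios of -0.62 (error 0.33) in experiment 1 and -0.999 (error 0.30) in experiment 2. Its mean of -0.81 depended on the processing and lay between -0.49 and -0.30 under the other background corrections and normalizations tried. CUC1 (AT3G15170) was near 0, with log2 ratios of 0.021 and -0.11 and errors of 0.17 and 0.16.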

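The gene with the lowest ratio was KLU (AT1G13710), which encodes the cytochrome P450 CYP78A5. Its mean log2 ratio of cuc1 cuc2 over Ler was -3.60, from -3.45 (error 0.31) in experiment 1 and -3.75 (error 0.33) in experiment 2. UFO (AT1G30950) had a mean log2 ratio of -1.20, from -1.08 and -1.32, and ROXY20 (AT5G11930), which encodes a glutaredoxin-like protein, had one of -1.16, from -1.09 and -1.24. SAI-LLP1 (AT5G03350) followed at -0.94, with -0.91 and -0.96 in the hybridizations. PAN (AT1G68640), which encodes a bZIP transcription factor, had the smallest change of these 5 genes, with a mean of -0.60 from -0.71 and -0.50. The hybridizations of these genes differed from each other by at most 0.30, which is smaller than each gene's mean ratio. BLR (AT5G02030), a homeobox gene, was lower in both hybridizations by a smaller amount, with log2 ratios of -0.34 and -0.31. Among the other background corrections and normalizations tried, the omission of background correction moved the KLU ratio most, to -2.41, and the mean ratios of all 6 genes stayed negative under each. The paper selected KLU, UFO, ROXY20, SAI-LLP1 and PAN from the genes lower in both hybridizations by further requiring a lower level by qRT-PCR at the heart or bending cotyledon stage and expression in the boundary region by in situ hybridization, and it added BLR from an earlier array experiment (Text S1).

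**Figure D1:**
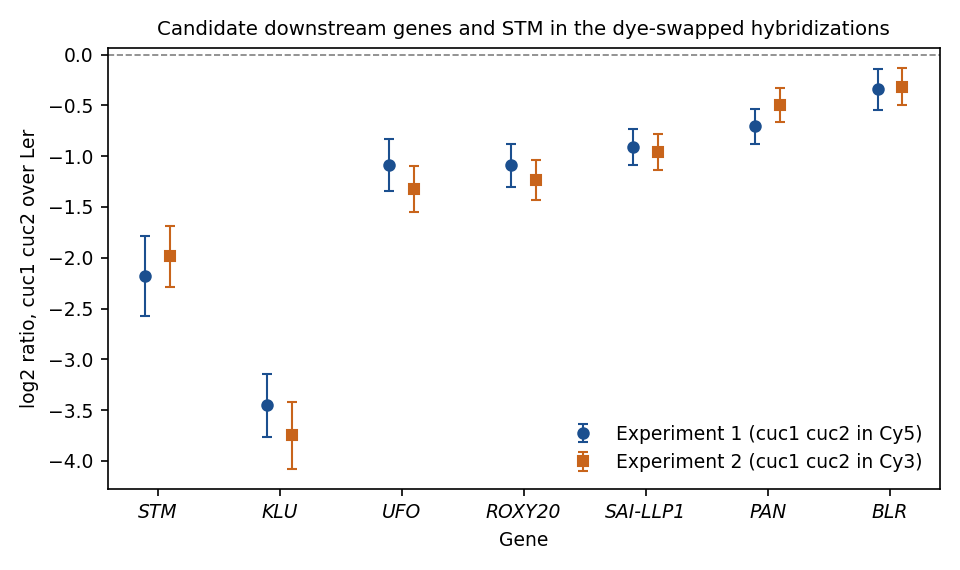
Log2 ratios of cuc1 cuc2 over Ler for STM and 6 candidate genes in the dye-swapped hybridizations of 1 pair of RNA extracts. Circles are experiment 1, with cuc1 cuc2 in Cy5, squares are experiment 2, with cuc1 cuc2 in Cy3, bars are the deposited error of each log ratio, and KLU lies lowest, at -3.45 and -3.75.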

We identified six additional candidate downstream genes positively regulated by *CUC1* and/or *CUC2* from microarray-based screening combined with quantitative real-time polymerase chain reaction (qRT-PCR) and in situ hybridization experiments (Supplementary Text S1; Supplementary Tables S1–S3). These genes were expressed in the boundary region that overlapped with the *CUC* gene expression domain [5,17] and were downregulated specifically in the corresponding region of *cuc1 cuc2* embryos (Figure 1A–D; Supplementary Figure S1), indicating the dependence of their expression on *CUC1* and *CUC2* activities during embryogenesis.

To gain insight into how CUC1 regulates expression of these candidate genes, we used the glucocorticoid receptor (GR) system, in which the activity of CUC1 is induced by the exogenous application of dexamethasone (DEX) [27]. Using this system, we previously found evidence for the direct activation of the *LSH3*, *LSH4*, and *STM* genes by CUC1 [22,28]. Among the remaining eight genes, we found that only *LAS* and *PAN* were significantly upregulated upon DEX treatment alone in *CUC1-GR* plants (Figure 1E, left panel). By contrast, treating with both DEX and the protein synthesis inhibitor cycloheximide (CHX), which blocks secondary transcriptional responses caused by genes directly activated by CUC1, significantly upregulated not only *LAS* and *PAN*, but also four additional genes among the eight tested. Treatment with CHX alone did not alter their expression levels (Figure 1E, right panel). Together, the results suggest that the six genes are under direct transcriptional regulation by the CUC1-GR protein, but that the action of CUC1 is counteracted by a CHX-sensitive negative factor with respect to activation of four of the genes (*KLUH*, *KNAT6*, *UFO*, and *SAI-LLP1*). Another possibility is that DEX treatment alone indirectly promotes expression of genes that negatively affect CUC1-dependant activation of the four genes. In control non-transgenic plants, which do not express CUC1-GR, none of the genes were upregulated by DEX treatment in the presence or absence of CHX (Figure 1F), indicating that the induction of the downstream genes was not a secondary effect of DEX or CHX.

### 2.2. Combined Expression of STM with LAS, BLR, and KNAT6 is Sufficient to Rescue the Embryonic Shoot Phenotypes of cuc1 cuc2

To examine the functional significance of the candidate genes in processes downstream of *CUC1* and *CUC2*, we expressed each gene in the *cuc1 cuc2* double-mutant background under the control of the *CUC2* promoter (*ProCUC2*)*,* which drives expression in the boundary region in both wild-type and double-mutant embryos (Figure 2A,B). In wild type, seedlings develop a shoot that continuously produces leaves immediately after germination and have two completely separated cotyledons (Figure 2C). By contrast, the *cuc1 cuc2* double mutant has two cotyledons fused along their margins and fails to form a shoot, and this phenotype is fully penetrant (Figure 2D) [4]. When the coding sequence of *CUC2* was used as a positive control (*ProCUC2:CUC2*), 41.7% of the T1 seedlings showed a strongly rescued phenotype with no or slight delay in shoot formation and with completely separated cotyledons, 50.0% showed a mildly rescued phenotype with delayed or no shoot formation and half-separated cotyledons, and the remaining 8.3% showed non-rescued phenotype identical to that of *cuc1 cuc2* (Table 1, Supplementary Figure S2A,B).

Among the 10 downstream genes, the *ProCUC2:STM* and *ProCUC2:LAS* transgenes were able to mildly rescue the *cuc1 cuc2* phenotype, resulting in the occasional formation of a functional shoot that can produce leaves as well as in the partial separation of cotyledons (Table 1, Figure 2E, and Supplementary Figure S2C–E). In cleared seedlings, wild type has the dome-shaped shoot meristem with a few leaf primordia, whereas *cuc1 cuc2* plants lack either structure (Figure 2F,G) [4]. On the other hand, plants partially rescued by *ProCUC2*:*STM* showed variable phenotypes: some lacked a shoot meristem and leaf primordia, some developed small undifferentiated tissue, and the other produced the shoot meristem and leaf primordia (Figure 2H). These results indicate that *STM* and *LAS* play prominent roles in shoot meristem formation and cotyledon separation and that their individual activities can partially bypass the requirements for *CUC1* and *CUC2* for embryonic shoot meristem formation and cotyledon separation.

The rescue of the *cuc1 cuc2* mutant phenotype by the *STM* or *LAS* transgene alone was only mild and partial, thus we next tested their combined activities. In the F_2_ generation of the cross between the lines with the *STM* and *LAS* transgenes, only plants carrying both showed a rescued phenotype (Table 2). These rescued plants showed either partial (Figure 2J) or complete separation of cotyledons (Figure 2K), with the latter forming leaves with only a slight delay compared with the timing in the wild type, indicating that combined expression of *STM* and *LAS* is sufficient to compensate for the loss of *CUC1* and *CUC2* activities.

We next selected five other genes encoding transcription factors or transcriptional co-regulators, and tested their ability to rescue the *cuc1 cuc2* phenotype in combination with the *STM* transgene (Table 3). *BLR* and *KNAT6* were able to achieve rescue when combined with *STM* (Figure 2K,L), while the rest failed to do so. Plants expressing both *STM* and *BLR* produced nearly normal shoots with completely separated cotyledons (Figure 2K), indicating that, similarly to *LAS*, *BLR* can efficiently support the ability of *STM* to promote shoot meristem formation and cotyledon separation in the absence of *CUC1* and *CUC2*. By contrast, plants expressing both *STM* and *KNAT6* only rescued the cotyledon phenotype, but not that of shoot formation (Figure 2L), indicating that *KNAT6* can support the *STM* activity only in the limited developmental pathway downstream of the *CUC* genes.

### 2.3. Combined Loss of Function of STM, LAS, BLR, and KNAT6 Severely Impairs Shoot Meristem Formation and Cotyledon Separation

We then tested the combined effect of the loss-of-function mutations in the four genes (*STM*, *LAS*, *BLR*, and *KNAT6*) in young seedlings. Among the single mutants of these genes, only *stm* shows defects in shoot development with complete penetrance. In the case of the strong allele *stm-1C* [29], the mutant typically stops leaf formation after producing the first two leaves (Figure 3A–D). It has been reported that mutations in *BLR* or *KNAT6* alone do not cause visible phenotypes in seedlings, but enhance the defects of *stm* mutants [19,30]. Consistent with this, we found that the *stm-1C blr* double mutant produced fewer leaves than *stm-1C* (Figure 3A,C,D) and showed delayed first-leaf growth (Figure 3C,E). In addition, *stm-1C blr* showed a higher frequency of cotyledon fusion than *stm-1C* (Table 4). The *stm-1C knat6* double mutant showed strong cotyledon fusion and the lack of leaf production and both phenotypes were observed with complete penetrance (Figure 3F). These results confirmed the previous results that *BLR* and *KNAT6* are required for shoot meristem formation and cotyledon separation.

Similar to *blr* and *knat6* single mutants, young seedlings of the *las* single mutant reportedly show a normal appearance, except for a very small proportion of plants with fused cotyledons (0.26%) [6]. However, we found that the *las* mutation enhanced defects in shoot meristem activity when combined with the *stm-1C* single or *stm-1C blr* double mutant (Figure 3A–E). In addition, the *las* mutation enhanced the cotyledon fusion phenotype of both *stm-1C knat6* and *stm-1C blr knat6* mutants (Figure 3F–H). These results show that the *LAS* gene contributes to embryonic shoot meristem formation and cotyledon separation independently of *STM*, *KNAT6*, and *BLR*. The *blr knat6 las* triple mutant was phenotypically normal. Together, our results demonstrate that the four transcription factor-encoding genes *STM*, *KNAT6*, *BLR*, and *LAS* play key roles for embryonic shoot meristem formation and cotyledon separation downstream of CUC1 and CUC2.

### 2.4. The KLUH Gene Restricts the Embryonic Shoot Meristem and Counteracts STM

Among the downstream target genes, *KLU*/*CYP78A5* encoding a cytochrome P450 enzyme of the *CYP78A* family plays postembryonic roles in shoot organ size and organ production rate [25,26], raising the possibility that this gene also affects shoot meristem activity. Moreover, the mutation in rice *PLA1*, a member of the same family, causes an enlarged shoot meristem phenotype [31,32]. Indeed, we found that the two independent *klu* insertion alleles (*klu-019348* and *klu-4*) were associated with precocious leaf initiation in young seedlings (Figure 4A–F), suggesting enhanced shoot meristem activity. In addition, the width of the shoot meristem was significantly greater in *klu* than in the wild type (Figure 4G). Furthermore, embryos of the *klu* mutants displayed an enlarged cotyledon boundary region (Figure 4H–J) and this phenotype was associated with an enlarged expression domain of the shoot stem cell marker *CLV3::GUS* [33] (Figure 4K,L). These results indicate that the *KLU* gene is required for restricting shoot meristem size and activity during embryogenesis and postembryonic development.

The identification of *KLU* as a downstream gene of *CUC1* and *CUC2* was unexpected because *KLU* negatively affects shoot meristem activity, whereas the *CUC* genes are positive regulators of shoot meristem formation. 

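In the array comparison of cuc1 cuc2 and Ler embryos, the mean ratio of KLU was the lowest of all 21500 gene probes and corresponds to a signal 12.1-fold lower in cuc1 cuc2. Under the 4 other combinations of background correction and normalization it was also the lowest, but the signal was only 5.31-fold to 7.94-fold lower. The dye-normalized signal of its probe was 512 in cuc1 cuc2 and 5613 in Ler in experiment 1, and 449 and 6035 in experiment 2, and it was well above background in every channel. The probes of 4 other genes of the CYP78A family gave mean log2 ratios nearer to 0. They were -0.058 for CYP78A7 (AT5G09970), -0.18 for CYP78A10 (AT1G74110), -0.034 for CYP78A9 (AT3G61880) and -0.27 for CYP78A6 (AT2G46660). For CYP78A7, CYP78A9 and CYP78A6 the hybridizations differed by more than the size of the mean, most of all for CYP78A6, with 0.041 and -0.59. The probe of CYP78A8 (AT1G01190) was not well above background in either genotype. Whether the KLU probe also binds transcripts of these paralogs was not tested.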

To further investigate the relationship between *KLU* and the *CUC* genes, we crossed the *klu* mutant with the *cuc1 cuc2* double mutant and examined their genetic interactions. In single mutants of *klu*, *cuc1*, and *cuc2*, all seedlings produced a functional shoot as the wild type, and except for a small fraction of *cuc1* mutants with partially fused cotyledons, their cotyledons were completely separated (Table 5; Figure 5A). Similarly, seedlings of *klu cuc1* and *klu cuc2* double mutants all produced a fully functional shoot and most of them developed completely separated cotyledons, whereas small fractions had partially fused cotyledons (Table 5; Figure 5B). Importantly, the *klu cuc1 cuc2* triple mutant was indistinguishable from *cuc1 cuc2* double mutants in that they formed strongly fused cup-shaped cotyledons and lacked a shoot meristem (Table 5; Figure 2D,G and Figure 5C–E). These results show that the *cuc1 cuc2* double mutations are epistatic to *klu* and indicate that the *KLU* gene can affect shoot meristem activity only when the functional *CUC1* and *CUC2* genes are present.

Next, we examined the genetic interaction of *KLU* with *STM*, which represents a functionally important class of *CUC* downstream genes that positively affects shoot meristem activity. Young seedlings of the *stm klu* double mutant produced more leaves and had an enlarged shoot meristem compared with *stm* single mutants (Figure 5F–K). Moreover, whereas the strong *stm-1C* mutant allele typically arrested shoot growth after producing a few leaves (Figure 5L), the *stm-1C klu-4* double mutant showed prolonged vegetative shoot growth (Figure 5M). Taken together, these results indicate that the *KLU* gene activity counteracts that of *STM* in postembryonic shoot development.

To clarify the mechanism by which *CUC1* and *CUC2* regulate *KLU* gene expression, we examined the expression of reporter genes containing *cis*-regulatory sequences of *KLU*. A reporter construct that carried regions 2 kb upstream and 0.6 kb downstream (*Pro2kb*) showed activities in the cotyledon boundary region, cotyledon margins, and root pole (Figure 6A,B). This expression pattern resembled that of *KLU* mRNA detected by in situ hybridization, except that the reporter activity in cotyledons was broader and that in the root pole was detected for a prolonged time (compare Figure 6B with Figure 1A and Figure S1A), indicating that the *Pro2kb* reporter contained a set of *cis*-regulatory elements sufficient for driving the native expression pattern of the gene at least in the cotyledon boundary region. When this construct was introduced into the *cuc1 cuc2* double-mutant background, its expression disappeared specifically in the cotyledon boundary region (Figure 6C), which corresponds to the region where the *CUC* genes act in normal development. Moreover, deletion of the region between 1 and 2 kb upstream of the gene resulted in the loss of expression in the cotyledon boundary region as well as in cotyledon margins (Figure 6A,D; *Pro1kb*). These results indicate that this 1 kb region contains *cis*-regulatory elements required for CUC1- and CUC2-dependent transcription in the shoot apex.

## 3. Discussion

In this work, through functional analyses of genes acting downstream of *CUC1* and *CUC2*, we found that the combined activities of *STM* with *LAS*, *BLR*, and *KNAT6* were important for shoot meristem formation and cotyledon separation. The abilities of these genes to rescue the *cuc1 cuc2* mutant phenotypes when expressed under the boundary-specific promoter, together with the strong shoot meristem and cotyledon phenotypes observed in the quadruple mutant, support a model in which the *CUC* genes promote shoot meristem formation and cotyledon separation mainly through the activation of these four genes. It was previously shown that *STM* is a direct transcriptional target of *CUC1* [28]. The experiments using the DEX-inducible CUC1-GR plants and CHX treatments in our current work indicate that *LAS* and *KNAT6* are additional direct targets of the CUC1 protein, whereas the regulation of *BLR* by CUC1 may be indirect.

Our analysis highlights the importance of the activation of *STM* expression by the *CUC* genes in shoot meristem formation and cotyledon separation. *STM* encodes a KNOX transcription factor [34] whose activity is continuously required for shoot meristem maintenance in postembryonic development through regulating various aspects of shoot meristem properties including pluripotency, self-maintenance, promotion of cell cycle, repression of differentiation, and hormone metabolism [28,35,36,37]. How *STM* promotes cotyledon separation is currently unknown, but its ability to repress growth and promote leaf dissection, when ectopically expressed, may be involved in the repression of growth at the cotyledon boundary [38].

The possible molecular mechanisms by which *STM* acts in concert with the rest of the four genes may vary. *KNAT6* encodes a KNOX protein closely related to STM, so its ability to enhance the rescuing activity of *STM* can simply be explained by functional redundancy [19,39]. By contrast, *BLR* encodes a BEL-class homeodomain protein, which physically interacts with STM [30], and nuclear localization of STM requires its interaction with BLR [40,41,42]. These results indicate that the coexpression of *BLR* with *STM* provides a sufficient amount of BLR–STM complex to the nucleus, thereby efficiently promoting shoot meristem formation and cotyledon separation. In axillary shoot meristem formation, another BEL protein, ATH1, which is functionally redundant with BLR, forms a heterodimer with STM and directly promotes the transcription of *STM*, thus forming a self-activation loop [43]. It is also possible that the formation of BLR–STM heterodimer during embryogenesis is critical for initiating the *STM* self-activation loop, allowing self-maintenance of the shoot meristem.

Our functional analyses also demonstrate that the *LAS* gene contributes to embryonic shoot meristem formation and cotyledon separation downstream of CUC1 and CUC2. *LAS* encodes a putative transcriptional regulator of the GRAS family and acts as a central hub in the gene regulatory network for axillary meristem formation downstream of CUC2 [23,24]. The precise mechanisms by which *LAS* regulates these processes remain elusive; however, the mutation in the *LAS* ortholog in tomato affects the levels of hormones involved in shoot meristem activity, such as auxin, gibberellin (GA), and cytokinin [44,45]. Recently, it has been shown that the LAS protein binds to the promoter of *GA2ox4*, which encodes a GA deactivation enzyme, and promotes its expression [46]. These results raise the possibility that *LAS* reduces the levels of GA in the boundary region to promote shoot meristem activity, thereby contributing independently of *STM*, *KNAT6*, and *BLR* to the process downstream of the *CUC* genes.

In contrast to the above four genes, which are positive regulators of shoot meristem activity, *KLU/CYP78A5* represents the functionally opposite class of downstream genes regulated by *CUC1* and *CUC2*, as shown by the enhanced shoot meristem size and activity in the *klu* mutant as well as its genetic interaction with the *stm* mutant. Our data thus indicate that, by activating the two classes of genes with opposing functions during embryogenesis, the *CUC* genes create an optimal microenvironment for the shoot meristem to maintain its appropriate size and to produce organs at an appropriate rate. It has been well established that the balance between the self-renewal of stem cells and differentiation of their progeny is critical for postembryonic shoot meristem and that this balance is maintained by the WUS–CLV3 feedback system, which is supported by multiple transcription factors and plant hormones [3,47]. Our results provide an additional level of regulation for the balancing mechanism of shoot stem cell maintenance. Detailed functional analysis of the *KLU* gene as well as its relationship to previously known stem cell regulators will further improve our understanding of shoot meristem regulation.

## 4. Materials and Methods

### 4.1. Plant Materials

*Arabidopsis thaliana* accessions Columbia (Col) and Landsberg *erecta* (L*er*) were used as the wild type. *CUC1-GR* was established in the L*er* background using the same construct as described previously [22]. *CLV3::GUS* was reported previously [33]. Expression analyses of genes downstream of *CUC* were carried out in *cuc1-1 cuc2-1* [4,5]. For rescue experiments, *cuc1-5 cuc2-3* was used [6]. Loss-of-function mutants of the downstream genes were as follows: *klu-019348* (Sallk_019348) and *klu-4* for *KLU* [25]; *knat6-2* for *KNAT6* [19]; *las-101* for *LAS* [6]; *stm-1C* for *STM* [29]; and *pny-40126* for *BLR* [48]. Details of the mutants are described in Supplementary Table S4.

### 4.2. Constructs

For *ProCUC2:LAS*, we amplified the *LAS* coding sequence derived from Col with the PCR primers BamHI-LAS-F (5′-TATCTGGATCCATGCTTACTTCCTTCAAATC-3′) and EcoRI-LAS-R (5′-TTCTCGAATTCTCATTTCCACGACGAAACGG-3′) and placed it upstream of the *35S* terminator in a modified UAS cassette vector [49] using the EcoRI and BamHI sites. The BamHI-NotI fragment containing *LAS* and the terminator was then placed downstream of the *CUC2* promoter of *pBS-gC2*, which contains a 5.9 kb fragment of the *CUC2* genomic sequence [50], yielding *ProCUC2:LAS BS*. The SalI-NotI fragment of *ProCUC2:LAS BS* was then inserted into pBIN50, a modified binary vector carrying a kanamycin resistance gene [29]. To obtain *ProCUC2:BLR*, cDNA derived from L*er* was amplified using the primers BLRcDNAfull-F (5′-TTTCCCATGGCTGATGCATA-3′) and BLRcDNAfull-R (5′-TCAACCTACAAAATCATGTA-3′), cloned into pCR™-Blunt II-TOPO (Invitrogen, [Waltham, MA, USA]), and the resulting EcoRI fragment was then placed upstream of the 35S terminator of the modified UAS cassette. Fusion with the *CUC2* promoter and transfer to a binary vector was carried out in the same manner as that for *ProCUC2:LAS*, except that pBIN60, a modified binary vector with a sulfadiazine resistance gene, was used. To obtain the other chimeric constructs of the CUC2 promoter and downstream genes, the 3.1 kb SalI-BglII fragment of the CUC2 promoter was blunt-ended and cloned into the blunt-ended HindIII site of the gateway destination vector pGWB1 carrying kanamycin and hygromycin resistance genes [51], resulting in *ProCUC2 pGWB1*. To generate entry clones, cDNAs were first amplified with gene-specific primers and then with the *attB* adaptor primers listed in Supplementary Table S5 and cloned into pDONR221 by BP reaction. The inserts were then transferred to *ProCUC2 pGWB1* by LR reaction. For *ProCUC2:GUS*, the *GUS* gene fragment was transferred from the entry clone pENTR-gus (Invitrogen [Waltham, MA, USA]) to *ProCUC2 pGWB1* via LR reaction. Plant transformation was carried out by the floral dip method [52]. The *Pro2kb* and *Pro1kb* reporter constructs of the *KLU* gene contain −2066 to +16 and −1061 to +16 sequences from the start codon, respectively, at their 5′ end of *vYFPer*, an ER-localized version of Venus, and −85 to +338 sequence from the stop codon at their 3′ end and are cloned in the binary vector pBarMAP [53]. Both constructs were transformed to L*er*.

### 4.3. Rescue Experiments

Double-homozygous *cuc1-5 cuc2-3* plants were seedling lethal and did not produce flowers, thus each construct for the rescue experiments was transformed to *cuc1-5 cuc2-3/*+ plants via the floral dip method. T_1_ seeds were selected for drug resistance on Murashige–Skoog plates [54] and the phenotypes of the resistant seedlings were scored. Subsequently, double-homozygous plants were identified by PCR-based genotyping. For analyses of the combined effect of *STM* with *LAS*, one transgenic line containing the *ProCUC2:STM* transgene was maintained and T_2_ plants with the *cuc1-5 cuc2-3/*+ genotype were crossed with two independent lines of *ProCUC2:LAS* with the *cuc1-5 cuc2-3/+* genotype. The seedling phenotype was first scored in the F_2_ generation and the genotype of the *CUC2* locus as well as the presence of each transgene was subsequently analyzed. The same *ProCUC2:STM* line was used for analysis of the combined effect of *STM* with the rest of the genes and was crossed with two independent transgenic lines for each gene. Scoring of the seedling phenotype and subsequent genotyping were carried out in the F_1_ generation. To classify the phenotypes into the mild and strong categories, we examined the presence or absence of visible shoot under a binocular. The absence of shoot production was confirmed at 14 dag or later.

### 4.4. Histological Analysis

In situ hybridization was carried out as described previously [17]. As a template for the *UFO* probe, we used pDW221.1 [55]. For generating templates for other probes, gene-specific fragments were PCR-amplified using the primers listed in Supplementary Table S6 and cloned into pCR™-Blunt II-TOPO. For GUS detection, embryos were dissected and immediately stained in staining solution with 5 mM ferricyanide and ferrocyanide [56]. Embryos and seedling apices were visualized after clearing as described previously [17].

### 4.5. DEX Induction and qRT-PCR

Induction of CUC1-GR with DEX and expression analysis by qRT-PCR were carried out as described previously [22]. Primers used for qRT-PCR are listed in Supplementary Table S7.

## Figures and Tables

**Figure 1:**
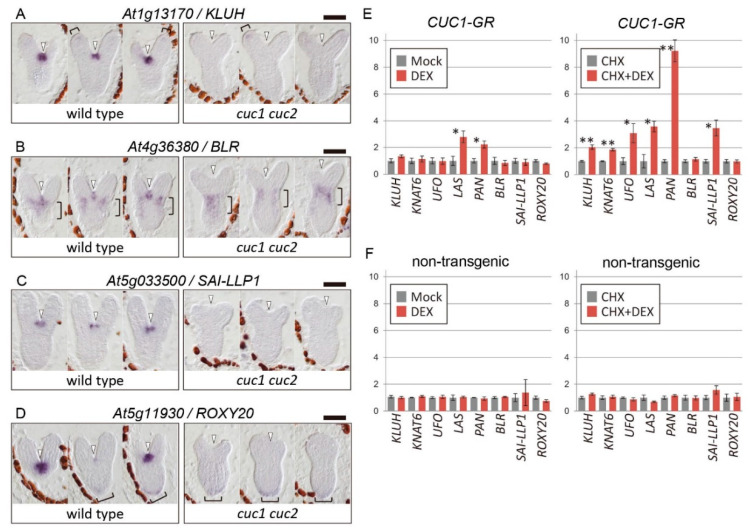
Regulation of candidate downstream genes by *CUC1* and *CUC2*. (**A**–**D**) In situ hybridization of newly identified candidate downstream genes. Four of the six candidates are shown. Three serial longitudinal sections of wild-type L*er* (**left**) and *cuc1-1 cuc2-1* double-mutant (**right**) embryos at the late heart stage. Arrowheads indicate the position of the cotyledon boundary region. Brackets in A, B, and D indicate the position of expression outside the boundary region. Bars = 50 μm. (**E**,**F**) Transcriptional responses of candidate downstream genes upon dexamethasone (DEX) treatment in *CUC1-GR* (**E**) and non-transgenic (**F**) plants in the absence (**left**) or presence (**right**) of the protein synthesis inhibitor cycloheximide (CHX). Three biological replicates of 7-day-old seedlings. Single and double asterisks indicate *p* < 0.05 and *p* < 0.01, respectively, in comparisons between samples with and without DEX (Welch’s *t*-test).

**Figure 2:**
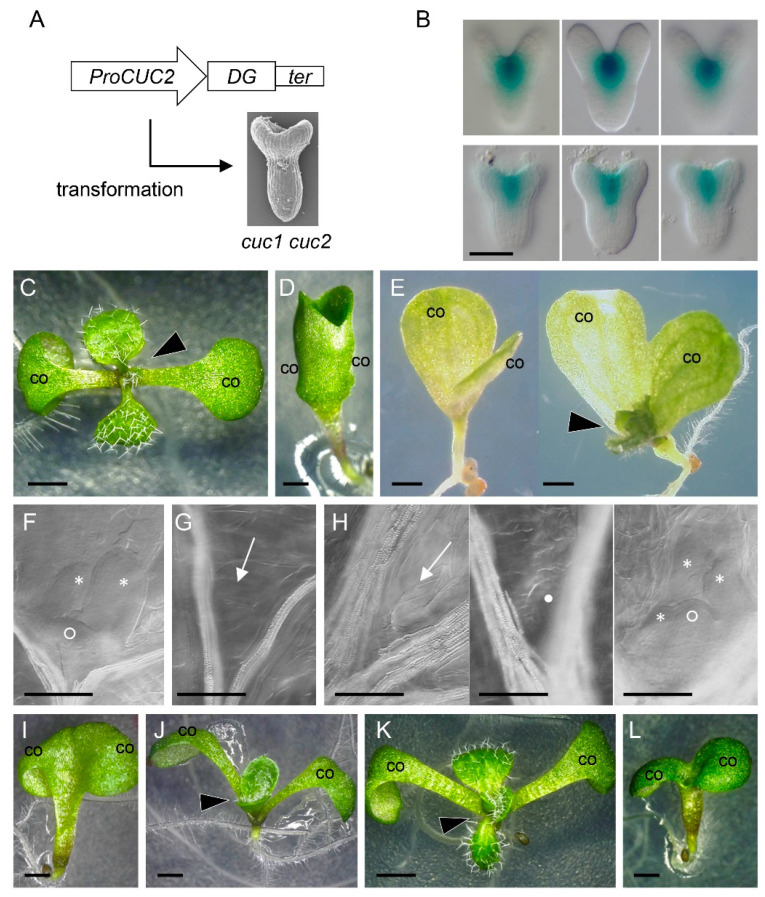
Rescue of *cuc1 cuc2* phenotype by candidate downstream genes. (**A**) Schematic diagram of rescue experiments. *CUC2* promoter (*ProCUC2*), cDNA of downstream gene (*DG*), and nos terminator (*ter*). (**B**) *CUC2* promoter activity detected by β-glucuronidase (GUS). Longitudinal views of GUS-stained wild-type Col (**top**) and *cuc1-5 cuc2-3* (**bottom**) embryos in three different optical sections, showing expression in the boundary region. (**C**,**D**) Seedlings of wild-type Col (**C**) and *cuc1-5 cuc2-3* (**D**), 7 days after germination (dag). Wild type has two separated cotyledons (co) and develops a shoot between them (arrowhead), whereas *cuc1-5 cuc2-3* has cotyledons (co) fused along their margins. (**E**) A *cuc1-5 cuc2-3* seedling mildly rescued by the *STM* transgene at 9 dag (**left**) and 16 dag (**right**). Cotyledons (co) are partially fused on one side. Note that the shoot is only visible at 16 dag (arrowhead). (**F**,**G**) Shoot apices in cleared seedlings (11 dag) of wild type (**F**) and *cuc1-5 cuc2-3* (**G**). Wild type develops the shoot meristem (open circle) and leaf primordia (asterisks), whereas *cuc1-5 cuc2-3* lacks these structures at the corresponding postion (arrow). (**H**) Shoot apices in cleared seedlings (11 dag) of *cuc1- 5 cuc2-3* rescued by *STM*, showing variable phenotypes: no visible shoot meristem and leaf primordia (**left**, arrow), small undifferentiated tissue (**middle**, closed circle), and shoot meristem with leaf primordia (**right**, open circle, and asterisks). (**I**–**L**) *cuc1-5 cuc2-3* seedlings (9 dag) rescued by combined transgenes: *STM* and *LAS* (**I**,**J**), *STM* and *BLR* (**K**), and *STM* and *KNAT6* (**L**). Arrowheads represent emerging shoot. co, cotyledon. Bars = 50 μm (**B**,**F**–**H**); 1 mm (**C**–**E**,**I**–**L**).

**Figure 3:**
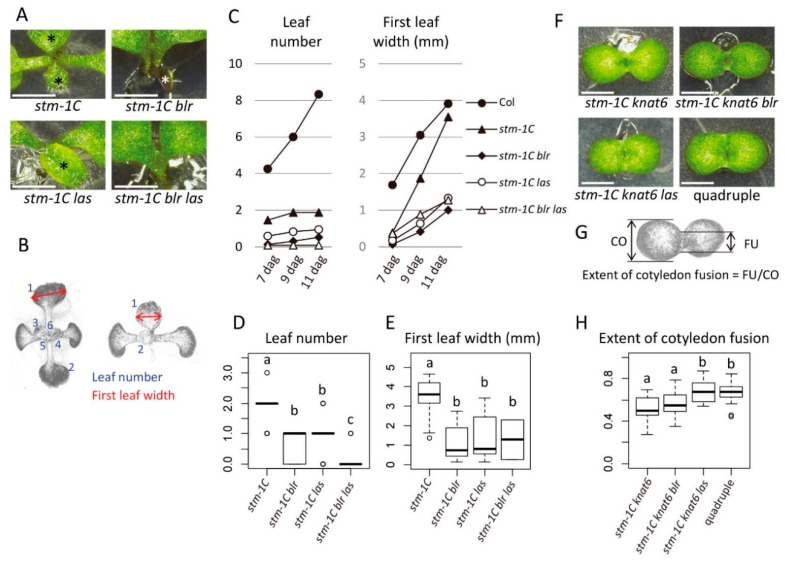
Genetic interactions of *stm, las, blr*, and *knat6* mutants. (**A**) The *las* mutation enhances the shoot production phenotype of *stm-1C* and *stm-1C blr* mutants. Shoot apex at 9 dag. Asterisks indicate developing leaves. (**B**) Examples of shoot phenotype measurements in the wild-type Col (**left**) and *stm-1C* (**right**). (**C**) Change in leaf number (**left**) and first leaf width (**right**). (**D**,**E**) Box plots of leaf number (**D**) and first leaf width (**E**) at 11 dag. (**F**) *las* enhances the cotyledon fusion phenotype of *stm-1C knat6* and *stm-1C knat6 blr* mutants. Seedlings at 7 dag. (**G**) Quantification of cotyledon fusion. (**H**) Box plot showing extent of cotyledon fusion at 7 dag in each genotype. Different letters in box plots indicate statistically significant differences (*p* < 0.01, Steel–Dwass method for **D**; *p* < 0.05, Tukey–Kramer method for **E** and **H**). Sample size is 24, 23, 17, and 23 for **C** (**left**) and **D**; 24, 12, 13, and 2 for **C** (**right**) and **E**; and 11, 23, 12, and 19 for **H**. Bars in **A** and **E**, 2 mm.

**Figure 4:**
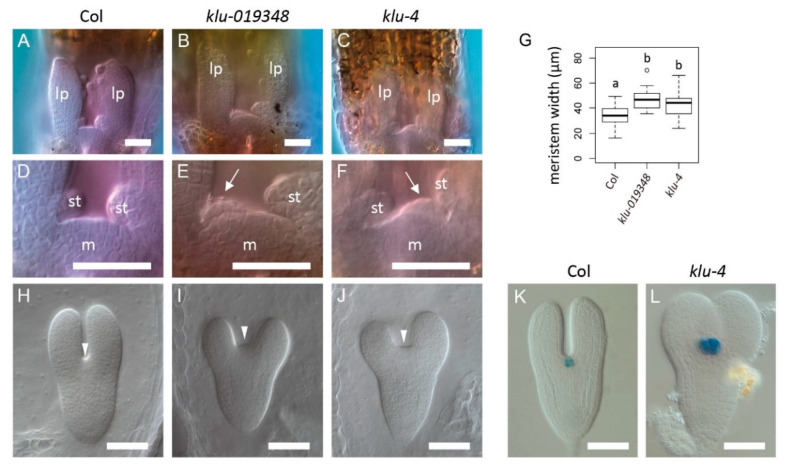
Mutations in *KLU* cause shoot meristem enlargement and precocious leaf formation. (**A**–**F**) Shoot apex of wild type (**A**,**D**), *klu-019348* (**B**,**E**), and *klu-4* (**C**,**F**) in cleared seedlings at 3 dag. (**D**–**F**) are close-up views of (**A**–**C**), respectively. Optical sections are photographed at a position slightly off-center to reveal the precociously formed third-leaf primordia in the *klu* mutants (arrows). lp, the first two leaf primordia; m, shoot meristem; st, stipule. (**G**) Shoot meristem width of wild type and two *klu* mutant alleles at 3 dag. Different letters in box plots indicate statistically significant differences (*p* < 0.01, Tukey–Kramer method). Sample size is 34, 28, and 42 for **G**. (**H**–**J**) Torpedo-stage embryos of wild type (**H**), *klu-019348* (**I**), and *klu-4* (**J**). Arrowheads indicate the position of the cotyledon boundary region. (**K**,**L**) *CLV3::GUS* expression in wild-type (**K**) and *klu-4* (**L**) torpedo-stage embryos. Scale bar = 50 μm.

**Figure 5:**
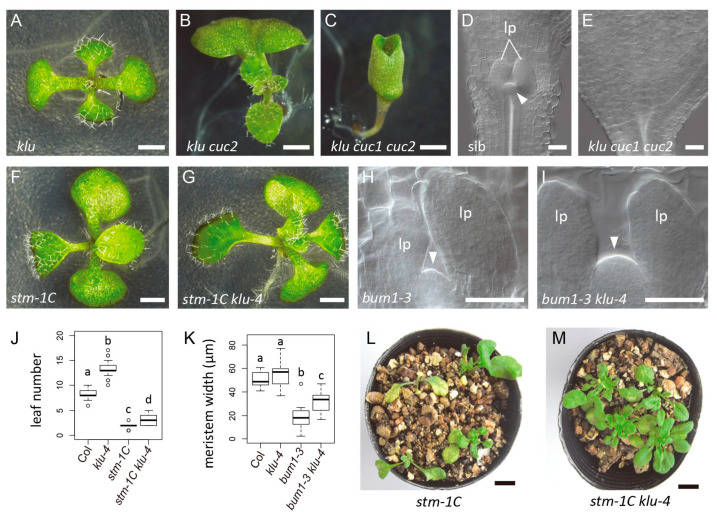
*KLU* acts downstream of *CUC1* and *CUC2*, and counteracts *STM* in the regulation shoot meristem activity. (**A**–**C**) Seven-day-old seedlings of *klu-4* (**A**), *klu-4 cuc2-3* (**B**), and *klu-4 cuc1-5 cuc2-3* (**C**). (**D**,**E**) Shoot apices of the progeny from *klu-4 cuc1-5 cuc2-3*/*+* parent plants. A sib seedling with the shoot meristem (**D**) and a *klu cuc1 cuc2* seedling without it (**E**). (**F**,**G**) Nine-day-old seedlings of the strong *stm* allele *stm-1C* (**F**) and *stm-1C klu-4* (**G**). (**H**,**I**) Shoot apex of the weak *stm* allele *bum1-3* (**H**) and *bum1-3 klu-4* (**I**) at 4 dag. (**J**) Leaf number at 11 dag. (**K**) Shoot meristem width at 4 dag. (**L**,**M**) Twenty-nine-day-old plants of *stm-1C* (**L**) and *stm-1C klu-4* (**M**). Four plants are grown in each pot. Different letters in box plots indicate statistically significant differences (*p* < 0.01, Steel–Dwass method for **J**; *p* < 0.05, Tukey–Kramer method for **K**). Sample size is 55, 30, 24, and 14 for **J**; 14, 18, 15, and 9 for **K**. Arrowheads indicate the shoot meristem. lp, leaf primordia. lp, leaf primordia. Scale bar, 1 mm for **A** to **C**, **F**, and **G**; 50 μm for **D**, **E**, **H**, and **I**; 10 mm for **L** and **M**.

**Figure 6:**
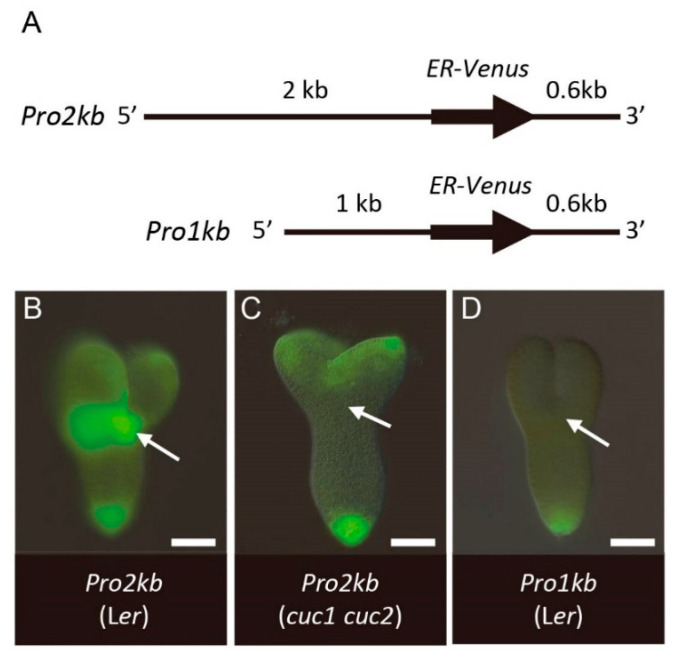
*KLU* expression is regulated by *CUC1* and *CUC2* via a specific promoter region. (**A**) Schematic diagram of the *KLU* reporter genes. (**B**–**D**) Expression of *KLU* reporter genes in embryos. *Pro2kb* in wild type L*er* (**B**), *Pro2kb* in *cuc1-1 cuc2-1* (**C**), and *Pro1kb* in wild type L*er* (**D**). Arrows indicate the position of the cotyledon boundary region of wild type (**B**,**D**) and the corresponding region of *cuc1-1 cuc2-1* (**C**). Scale bar, 50 μm.

**Table 1:** Rescue of *cuc1 cuc2* seedling phenotype by downstream gene expression under the control of *CUC2* regulatory sequence.

Transgene	No Rescue ^a^ (%)	Mild Rescue ^b^ (%)	Strong Rescue ^c^ (%)	Total Number of T1 Seedlings
*KLU*	100	0	0	25
*KNAT6*	100	0	0	15
*UFO*	100	0	0	20 ^d^
*LAS*	86.5	13.5	0	37
*STM*	54.5	45.5	0	11
*PAN*	100	0	0	12
*LSH4*	100	0	0	31
*BLR*	100	0	0	15
*SAI-LLP1*	100	0	0	12
*ROXY20*	100	0	0	12
*CUC2*	8.3	50.0	41.7	12
*GUS*	100	0	0	4

^a^ Cotyledons were fused along both sides with only a small split at their tips and no shoot was formed. ^b^ Cotyledons were fused along one or both sides with more than half of their margins split. No shoot was formed or a shoot became visible only after 9 dag. ^c^ Cotyledons were completely separated and a shoot was visible by 9 dag. ^d^ One seedling had flat and round green tissue on top of the hypocotyl instead of a cup-shaped cotyledon. This is classified as “No rescue”, as neither shoot formation nor cotyledon separation occurred.

**Table 2:** Effect of combined expression of *STM* and *LAS* on the phenotype of *cuc1 cuc2.*

Transgene A	Transgene B	No Rescue ^a^ (%)	Mild Rescue ^b^ (%)	Strong Rescue ^c^ (%)	Total Number of F2 Seedlings	Group ^d^
*STM*	-	100	0	0	11	a
-	*LAS*	100	0	0	26	a
*STM*	*LAS*	0	71.1	28.9	38	b

^a^ Cotyledons were fused along both sides with only a small split at their tips and no shoot was formed. ^b^ Cotyledons were fused along one or both sides with more than half of their margins split. No shoot was formed or a shoot became visible only after 9 dag. ^c^ Cotyledons were completely separated and a shoot was visible by 9 dag. ^d^ Different letters indicate statistically significant differences (*p* < 0.01, Fisher’s exact test with Holm multiple testing correction).

**Table 3:** Effect of combined expression of *STM* and other downstream genes on the phenotype of *cuc1 cuc2*.

Transgene A	Transgene B	No Rescue ^a^ (%)	Mild Rescue ^b^ (%)	Strong Rescue ^c^ (%)	Total Number of F1 Seedlings
*STM*	*−*	92.3	7.7	0	13
*−*	*KNAT6*	100	0	0	6
*STM*	*KNAT6*	42.9	57.1	0	14*
*STM*	*−*	100	0	0	5
*-*	*UFO*	100	0	0	14
*STM*	*UFO*	100	0	0	12
*STM*	*−*	100	0	0	4
*−*	*PAN*	100	0	0	5
*STM*	*PAN*	100	0	0	9
*STM*	*−*	93.8	6.3	0	32
*−*	*LSH4*	100	0	0	19
*STM*	*LSH4*	92.9	7.1	0	14
*STM*	*−*	100	0	0	7
*−*	*BLR*	100	0	0	3
*STM*	*BLR*	16.7	0	83.3	6 **
*STM*	*−*	100	0	0	10
*−*	*GUS*	100	0	0	9
*STM*	*GUS*	100	0	0	10

^a^ Cotyledons were fused along both sides with only a small split at their tips and no shoot was formed. ^b^ Cotyledons were fused along one or both sides with more than half of their margins split. No shoot was formed or a shoot became visible only after 9 dag. ^c^ Cotyledons were completely separated and a shoot became visible by 9 dag. Asterisks indicate significant differences in the ratio of the phenotypes of plants carrying the transgene B alone and those carrying both transgenes A and B (* *p* < 0.05, ** *p* < 0.01; Fisher’s exact test).

**Table 4:** Frequency of cotyledon fusion in *stm* mutant combined with *blr* and *las* mutants.

Genotype	Frequency of Fusion (%)	Total	Group *
Col	0	55	a
*stm*	12.5	24	b
*blr stm*	91.3	23	c
*las stm*	35.3	17	b
*blr las stm*	95.7	23	c

* Different letters indicate statistically significant differences (*p* < 0.01, Fisher’s exact test with Holm multiple testing correction).

**Table 5:** Genetic interactions among *klu-4*, *cuc1-5*, and *cuc2-3*.

Genotype	Phenotype			Total Number of Seedlings
	Normal ^a^ (%)	Weak ^b^ (%)	Strong ^c^ (%)	
Col	100	0	0	76
*klu*	100 *	0	0	289
*cuc1*	95.6	4.4	0	135
*cuc2*	100	0	0	118
*klu cuc1*	95.9	4.1	0	172
*klu cuc2*	97.2	2.8	0	217
*cuc1 cuc2*	0	0	100	50
*klu cuc1 cuc2*	0	0	100	54

^a^ Cotyledons were completely separated and a shoot was formed immediately after germination. ^b^ Cotyledons were partially fused and a shoot was formed immediately after germination. ^c^ Cotyledons were strongly fused, forming a cup shape, and no shoot was formed after two weeks of observation. * A very small fraction (1.7%) had three cotyledons instead of two.

## Supplementary Materials

Supplementary Materials can be found at https://www.mdpi.com/1422-0067/21/16/5864/s1. Table S1: List of 52 Genes Downregulated in cuc1 cuc2 Embryos in Microarray Experiments. Table S2: Quantitative RT-PCR of 51 Selected Genes in Heart Stage Embryos. Table S3: Quantitative RT-PCR of 51 Selected Genes in Bending Cotyledon Stage Embryos. Table S4: Mutants used in this analysis. Table S5: Gene-Specific Primers for Rescue Constructs. Table S6: Primers used for cloning probe templates for in situ hybridization. Table S7: Primers used for qRT-PCR experiments. Figure S1: Expression of candidate downstream genes in wild-type Ler and cuc1-1 cuc2-1 embryos. Figure S2: Examples of rescued and non-rescued plants. Text S1: Screening of additional genes regulated by CUC1 and CUC2.

# Supplementary material for: Establishment of the Embryonic Shoot Meristem Involves Activation of Two Classes of Genes with Opposing Functions for Meristem Activities
**Source:** Int J Mol Sci. 2020 Aug 15;21(16):5864. doi: 10.3390/ijms21165864
**Supplement:** Supplementary file 1

**Text S1**

**Screening of additional genes regulated by *CUC1* and *CUC2***

To identify genes whose expression requires *CUC1* and *CUC2* during embryogenesis, we first carried out transcriptome analysis that compared gene expression in the wild type (Landsberg *erecta*) and *cuc1-1 cuc2-1* double mutant embryos. Based on two hybridization experiments using the same set of RNA samples with dye-swapped labeling, we identified 52 genes whose expression was significantly downregulated in *cuc1 cuc2* double mutant with P values less than 0.01 in both experiments (Table S1). One of these genes was *STM* (*At1g62360*), which had already been reported to be downregulate in *cuc1 cuc2* [1] and the remaining 51 were not previously analyzed their expression in *cuc1 cuc2*.

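Of the 21500 gene probes, 171 had a deposited p-value under 0.01 in both hybridizations. The ratio was lower in cuc1 cuc2 both times for 52 genes, which are the 52 genes of Table S1 with no gene missing or added, and the 104 log ratios printed there equalled those of the scanner files to within 1e-05 on the log2 scale. The mean log2 ratios of these genes had a median of -0.76, and 7 of the 52 genes had a mean log2 ratio below -1. By the mirror of this rule, 108 genes were higher in cuc1 cuc2 in both hybridizations, with a median log2 ratio of 0.71, and 21 of them had one above 1. The rule called 11 genes in opposite directions in the hybridizations, which is what a signal that follows the dye gives. For a typical called gene, the hybridizations differed by little, with a median difference in log2 ratio of 0.080 among the lower genes and 0.096 among the higher genes. With a limit of 0.05 on p-values adjusted within each array by the Benjamini-Hochberg method, 16 genes were lower and 39 were higher in both hybridizations, and no other p limit tried gave fewer lower genes.

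**Figure D2:**
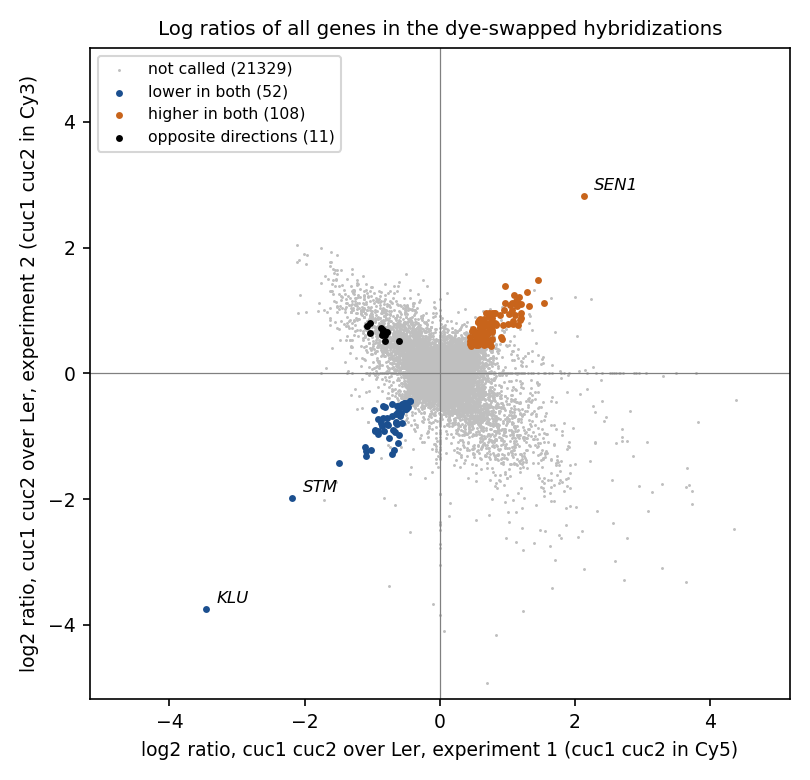
Log2 ratios of cuc1 cuc2 over Ler for 21500 genes, with experiment 1 on the horizontal and experiment 2 on the vertical axis. Coloured points are the 52 genes lower and 108 genes higher in both hybridizations at a deposited p-value under 0.01, black points are 11 genes called in opposite directions, and grey points are genes that were not called.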

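The mean log2 ratio of STM on the arrays was -2.08, from -2.18 (error 0.39) in experiment 1 and -1.99 (error 0.30) in experiment 2, and it was the third lowest of all gene probes. Its dye-normalized signal was 203 in cuc1 cuc2 and 919 in Ler in experiment 1, and 236 and 936 in experiment 2. The size of the ratio depended on the background correction. The log2 ratio was -1.27 with plain background subtraction and loess normalization and -0.79 without background correction, and it stayed negative in each hybridization.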

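Tables S2 and S3 give, for each gene and each of 2 experiments per stage, the transcript level relative to ACT8 in Ler and in cuc1 cuc2 and the ratio of cuc1 cuc2 over Ler. ACT8 (AT1G49240), to which these levels are scaled, had a log2 ratio of -0.12 on the arrays. Apart from STM, 48 genes have a ratio in the tables and 3 were not tested. All 48 were lower in cuc1 cuc2 in both array hybridizations, as their selection required. The arrays used embryos recorded as torpedo stage. In the paper's tables, 12 of the 48 genes had a ratio under 1 in both experiments at the heart stage and 11 at the bending cotyledon stage. The ratios of 32 genes at the heart stage and of 24 genes at the bending cotyledon stage lay on different sides of 1 in the experiments. Across the 48 genes, the Spearman correlation of the array ratio with the paper's qRT-PCR ratio was -0.051 for experiment 1 and 0.38 for experiment 2 at the heart stage, and 0.026 and 0.44 at the bending cotyledon stage. Between the paper's own experiments it was -0.38 at the heart stage and 0.17 at the bending cotyledon stage. All 48 genes had been selected for a low array ratio, which narrows its range and limits what these coefficients can show. Genes are not independent replicates, so the coefficients describe the tables and were not tested.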

We then carried out quantitative reverse transcription polymerase chain reaction (qRT-PCR) experiments for these 51 genes, using RNA extracted from heart and bending cotyledon stage embryos of each genotype (Table S2,S3). 

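On the arrays, the log2 ratio of cuc1 cuc2 over Ler was -0.87 for At3g53230, which is described as CDC48-like, and -0.85 for At4g21990. It was -0.83 for At4g04610, which is described as an adenylylsulfate reductase, and -0.50 for At5g03210. The hybridizations of these 4 genes differed by at most 0.085. Under the other background corrections and normalizations At3g53230 lay between -0.56 and -0.35 and At4g21990 between -0.61 and -0.42. At4g04610 lay between -0.63 and -0.46. These 3 genes moved by more than their error each time, and At5g03210 moved by less. Tables S2 and S3 mark genes whose qRT-PCR ratio was under 0.5 in both experiments of a stage, which gives 4 genes at the heart stage and 5 at the bending cotyledon stage apart from STM. The paper's heart-stage ratios were 0.148 and 0.108 for At1g30950 (UFO), 0.496 and 0.236 for At1g68640 (PAN), 0.239 and 0.175 for At5g03350 (SAI-LLP1), and 0.343 and 0.210 for At5g11930 (ROXY20). The paper's bending cotyledon ratios were 2.08 and 0.0988 for UFO, 2.76 and 0.894 for PAN, 10.3 and 1.73 for SAI-LLP1, and 0.937 and 0.380 for ROXY20. At that stage the paper's ratios were 0.357 and 0.174 for At3g53230, 0.364 and 0.448 for At5g03210, 0.355 and 0.214 for At4g04610, and 0.0480 and 0.110 for At4g21990. For At1g13710 (KLU) the paper's ratios were 0.154 and 0.00943 at the bending cotyledon stage and 0.335 and 0.522 at the heart stage. With a limit of 0.8 in place of 0.5, 8 genes would be marked at each stage.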

We selected nine genes consisting of At1g30950, At1g68640, At5g0335 and At5g11930, which were downregulated in the mutant specifically at the heart stage, and *At1g13710*, *At3g53230*, *At4g04610*, *At4g21990* and *At5g03210*, which were downregulated specifically at the bending cotyledon stage. *STM*, which we used as a positive control, was downregulated at both stages.

Finally, these candidate downstream genes were subjected to *in situ* hybridization experiments to localize their expression in wild type and *cuc1 cuc2* embryos. In addition to the above nine genes, we also added another gene, *BELLRINGER* (*BLR*, *At5g02030*), to a candidate because it has been identified as a gene activated in *35S-CUC1* seedlings in our previous microarray experiments [2] and its function in shoot development has been reported [3-5]. 

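BLR had a mean log2 ratio of -0.33 on the arrays, with an error of the mean of 0.14, and it ranked 642 from the lowest among all gene probes. Its deposited p-value was 0.0938 in experiment 1 and 0.0885 in experiment 2, so the rule behind Table S1 did not select it. The dye-normalized signal of its probe was 1125 in cuc1 cuc2 and 1425 in Ler in experiment 1, and 1092 and 1358 in experiment 2, well above background in every channel. Under the other background corrections and normalizations the log2 ratio lay between -0.26 and -0.20.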

Among the ten candidates, two showed ubiquitous expression (At3g53230 and At5g03210) and two showed no detectable expression in wild type embryos (At4g04610 and At4g21990). These genes were therefore excluded for further analysis. Expression of the remining six genes was detected in the cotyledon boundary region (Fig 1A to D; Supplementary Fig S1A, S1B), where *CUC1* and *CUC2* are expressed [1,6]. These genes were *KLUH/CYP78A5* (*At1g13710*), *UNUSUAL FLORAL ORGANS* (*UFO*, *At1g30950*), *PERIANTHIA* (*PAN*, *At1g68640*), *BLR*, *SA-INDUCED LEGUME LECTIN-LIKE PROTEIN 1* (*SAI-LLP1*, *At5g03350*) and *ROXY20* (*At5g11930*). Two of them (*UFO* and *SAI-LLP1*) were expressed exclusively in the boundary region whereas the rest were expressed also in other regions such as cotyledon primordia (*KLUH* and *PAN*), hypocotyl (*BLR*) and root tip (*ROXY20*). In *cuc1 cuc2* embryos, expression of all six genes was missing specifically in the boundary region, suggesting largely cell-autonomous regulation of these genes by *CUC1* and *CUC2*. These results showed that expression of the six genes in the boundary region is dependent on *CUC1* and *CUC2*.

**Materials and Methods**

~100 embryos of Landsberg *erecta* (L*er*) and *cuc1-1 cuc2-1* were excised in 6% glucose and fixed overnight in ethanol:acetic acid (3:1) at 4°C. Fixed embryos were washed with ethanol and total RNA was isolated using RNeasy Plant Mini Kit (QIAGEN) according to manufacturer’s instruction. Isolated RNA samples were subjected to two-color Arabidopsis 2 Oligo Microarray (22K, Agilent technologies). Generation of cRNA probe using Low RNA Fluorescent Linear Amplification Kit (Agilent Technologies), hybridization and data processing were carried out by Hokkaido System Science Co., Ltd. Genes downregulated in *cuc1 cuc2* with PValueLogRatio <0.01 [7] in both experiments were selected. 

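PValueLogRatio is computed by the scanner software for each spot from an error model of a single array, so it compares the labelled extracts on that array and carries no spread between embryo samples. In experiment 1, 336 gene probes had a value under 0.01, of which 138 were lower and 198 higher in cuc1 cuc2. Experiment 2 gave 334, with 95 lower and 239 higher. If the p-values were spread evenly, 215 probes per array would fall under this limit. All 52 genes that met it in both experiments with a lower ratio were well above background in every channel, and 0 of them had a spot marked as non-uniform, outlier or saturated. With the limit set at 0.05 in both experiments 102 genes were lower, and with 0.001 the number was 22, all of them genes of Table S1.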

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [8] and are accessible through GEO Series accession number GSE 147149 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE 147149). qRT-PCR experiments were carried out as previously reported [2].

**References**

1. Aida, M.; Ishida, T.; Tasaka, M. Shoot apical meristem and cotyledon formation during *Arabidopsis* embryogenesis: interaction among the *CUP-SHAPED COTYLEDON* and *SHOOT MERISTEMLESS* genes. *Development* **1999**, *126*, 1563-1570.

2. Takeda, S.; Hanano, K.; Kariya, A.; Shimizu, S.; Zhao, L.; Matsui, M.; Tasaka, M.; Aida, M. CUP-SHAPED COTYLEDON1 transcription factor activates the expression of *LSH4* and *LSH3*, two members of the ALOG gene family, in shoot organ boundary cells. *Plant J* **2011**, *66*, 1066-1077, doi:10.1111/j.1365-313X.2011.04571.x.

3. Byrne, M.E.; Groover, A.T.; Fontana, J.R.; Martienssen, R.A. Phyllotactic pattern and stem cell fate are determined by the *Arabidopsis* homeobox gene *BELLRINGER*. *Development* **2003**, *130*, 3941-3950, doi:10.1242/dev.00620.

4. Roeder, A.H.; Ferrándiz, C.; Yanofsky, M.F. The role of the REPLUMLESS homeodomain protein in patterning the Arabidopsis fruit. *Curr Biol* **2003**, *13*, 1630-1635, doi:10.1016/j.cub.2003.08.027.

5. Smith, H.M.; Hake, S. The interaction of two homeobox genes, *BREVIPEDICELLUS* and *PENNYWISE*, regulates internode patterning in the Arabidopsis inflorescence. *Plant Cell* **2003**, *15*, 1717-1727, doi:10.1105/tpc.012856.

6. Takada, S.; Hibara, K.; Ishida, T.; Tasaka, M. The *CUP-SHAPED COTYLEDON1* gene of *Arabidopsis* regulates shoot apical meristem formation. *Development* **2001**, *128*, 1127-1135.

7. Zahurak, M.; Parmigiani, G.; Yu, W.; Scharpf, R.B.; Berman, D.; Schaeffer, E.; Shabbeer, S.; Cope, L. Pre-processing Agilent microarray data. *BMC Bioinformatics* **2007**, *8*, 142, doi:10.1186/1471-2105-8-142.

8. Edgar, R.; Domrachev, M.; Lash, A.E. Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. *Nucleic Acids Res* **2002**, *30*, 207-210, doi:10.1093/nar/30.1.207.

How the deposited data were processed for this re-analysis (not part of the article)

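Total RNA came from about 100 embryos each of wild-type Ler and of cuc1-1 cuc2-1, excised in 6% glucose and recorded as torpedo stage. Labelled cRNA made from it was hybridized to 2-colour Arabidopsis oligonucleotide arrays with 22575 spots. There were 2 hybridizations of the same pair of RNA extracts with the dyes exchanged, so each genotype has 1 biological replicate and no test across replicates was made. The experiment numbers are those of the paper's Table S1. The sample records number the same arrays the other way round as technical replicates, and the arrays were assigned by their dyes, on which both sources give the same account.

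The authors deposited the scanner software's output for each array. The deposited intensity values are the mean brightness and local background of each spot in each dye, as scanned, and signals from which the software had removed the background and a spatial trend and which it had normalized between the dyes, with dim signals replaced by a substitute. The deposited log10 values are the ratio of the red over the green normalized signal and the error of that ratio from the software's error model. The deposited p-value of each spot comes from the same error model and concerns a single array. A table of the whole series holds the same log ratios turned to cuc1 cuc2 over Ler, and its values differed from the scanner output by at most 1.66e-09 on the log2 scale, so it gave no separate result.

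From these values the log10 ratios and errors were multiplied to the log2 scale, the sign was turned so that every ratio is cuc1 cuc2 over Ler, and both hybridizations were averaged. The error of a mean combines both deposited errors. Control spots were left out and no other filter was applied. Each of the 21500 gene probes stands for a different gene. Gene names came from the RefSeq gene table of assembly TAIR10.1, in which 21191 identifiers matched, and from the paper. A gene was called lower or higher where the deposited p-value was under 0.01 and the ratio had the same sign in both hybridizations, which is the rule stated in Text S1 and its mirror. On simulated data for the comparison of cuc1 cuc2 with Ler over 21500 genes, 200 genes were changed. The rule recovered 96% of these, called 0 unchanged genes in one direction and called 3 in opposite directions. The simulated changes were all larger than the median size of the called ratios, and the dimmest probes received none. Noise was drawn separately for each array from the deposited errors, which also gave the simulated p-values. Few false calls were thus built in. Differences between extracts were not simulated, so these values do not measure the rule's error on the real arrays.

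The precision is limited by the number of hybridizations and by the brightness of each probe. In experiment 2, the median gene probe had a brightness of 242 in cuc1 cuc2 and 202 in Ler over local backgrounds of 72 and 66. In no channel of either array were 1686 gene probes well above background. Where a probe was dim in a genotype on both arrays, only a lower bound of the fold was computed, from the brighter genotype's signal against the higher of the lowest signal among probes well above background and the dim probe's own, after normexp correction with offset 50, loess and Aquantile normalization.

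The rule for genes named in the text was fixed before the data were examined, as were the selection rule, the gene lists for heat, shoot apex, storage, seed and CYP78A genes, and all alternatives of processing. It covers every gene the paper names for these embryos that has a probe, the 10 genes with the largest mean ratio in each direction among the called genes, and called members of the gene lists. Members of lists that were not called and genes of the run on chromosome 2 are named in addition, and were chosen after their values were seen. LAS and LSH4 were not analysed here. The heat and apex lists were written after Table S1 had been read. The heat list holds 8 genes of Table S1 and the apex list holds 3 (STM, UFO and PAN), although the apex list had been planned without genes picked from these hybridizations, and the CYP78A list holds 1, KLU. The medians of the heat and apex lists are therefore also given without the genes of Table S1, and the CYP78A genes are given one by one. A list of 9 sugar starvation genes and a search of the probe descriptions for photosynthesis genes were made after the genes with the highest ratios had been seen. The size of the window along the chromosomes, 25 probes, and the 20 and 100 probes compared on each side of a region were also chosen after the run of neighbouring genes had been seen.

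The median of each list was set among 10000 random lists of the same size matched on signal in 20 bins, as a description of these hybridizations. Positions along the chromosomes were tested with 10000 shuffles of the calls within 10 bins of signal. The alternatives were other p limits, Benjamini-Hochberg adjustment, filters on dim and marked spots, a rule on the size of the ratio, 4 combinations of background correction and normalization in limma (normexp with offset 50 and loess, normexp and median centring, no correction and loess, and plain subtraction and loess), and each hybridization alone. A gene's mean ratio counted as unchanged under an alternative where it moved by less than the larger of the error of the mean and the standard deviation between the hybridizations. For a list the limit was the distance from the middle to either end of a bootstrap 95% interval over its members, which is no replicate error, for a correlation it was 0.01, and a count was compared within 1.5 times. The qRT-PCR ratios of Tables S2 and S3 are the paper's and were used as printed there. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.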

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

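Of the tests below, those of dye bias, the dye normalization behind the higher genes, embryo age, carried-over seed tissue, position on the slide, copy number and linkage to the mutated genes were chosen only after the results had been seen, as were the photosynthesis search and the window of probes.

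The paper lists the genes that were lower in cuc1 cuc2, and the same rule also selects 108 genes that were higher in both hybridizations, 67.5% of all genes called in one direction. Noise would call as many genes in opposite directions as in one, and a bias that follows the dye would call them in opposite directions. Only 11 genes were called so. Another dye normalization leaves the pattern in place. A count over all genes after normexp correction with loess took a log2 ratio beyond 0.5 in both hybridizations. It found 65 higher, 31 lower and 2 opposite genes, and 64 of the 65 are among the 108. The same limit on the deposited ratios, with no p limit, gave 153 higher and 74 lower genes but 1277 opposite ones. Opposite calls were thus few under the p rule and in the normexp count, and not under every rule. The share of higher genes was 58.9% in experiment 1 alone and 71.6% in experiment 2 alone. The embryos of cuc1 cuc2 may have been older than those of Ler, which the design does not control. The storage list, which also holds regulators such as FUS3 and LEC2, was assumed to rise as the embryo matures, which was not measured here. The list had a median log2 ratio of 0.067 at percentile 96.81 of random lists. It had 8 members higher in both hybridizations and 1, CRA1 at -0.26, lower in both, while the rest differed in sign between them. Its median was 0.072 at percentile 91.9 in experiment 2 alone and 0.21 at percentile 99.9 in experiment 1 alone, and its percentile was at least 98.8 under the 4 other settings. SESA3 (0.71), NF-YB6 (0.66), OLEO1 (0.60) and OLEO4 (0.59) were among the higher genes, and 0 members were called lower. A difference in age and an effect of the mutations cannot be told apart for these genes, because each genotype is a single pool of embryos, and the median lies inside the range of random lists in experiment 2 alone but above it in experiment 1 alone. Seed coat or endosperm carried over with the cuc1 cuc2 embryos would raise the seed list. The list of 12 genes lay at percentile 50.7, with 6 members below 0 and 5 above, and only 7 of its probes were well above background everywhere. Among its probes well above background in the brighter genotype, the median was -0.081 at percentile 9.27, on the other side of 0 from what carried-over tissue would give but within the range of random lists. With so few members that go both ways, the explanation cannot be told apart from a change within the embryo. Its highest member, SUC5 at a log2 ratio of 0.40, averages 0.081 and 0.72. A response of the embryo to the loss of both genes stays open as an untested hypothesis.

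Photosynthesis genes, which the paper does not discuss, were higher in cuc1 cuc2 as a set. The 75 genes found by a search of the probe descriptions had a median log2 ratio of 0.26, above the central range of random lists, -0.036 to 0.031, and 60 of the 75 were higher in both hybridizations. The search was made because RBCS1B (1.19) and RCA (1.15) stood among the highest genes. RCA is not among the 75, since its probe is described as an auxin-regulated protein. A few extreme members do not carry the result. The 69 members that were not called had a median of 0.25, at percentile 100 of random lists. Under other dye normalizations and background corrections the median stayed between 0.22 and 0.24. Both technical explanations tested leave the pattern in place. A candidate explanation is that the mutant embryos were greener, through the mutations or through a greater age, which the storage list with its percentile of 96.81 leaves open. This is a hypothesis, found and tested on the same arrays.

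On chromosome 2, 9 of the 108 higher genes lay within 25 neighbouring probes, between AT2G39500 and AT2G39750, and outside this stretch no window held more than 3. In 10000 shuffles of the calls among probes of similar signal, 0 had as many in a window and the most was 5, so a chance order of these genes is excluded. The RefSeq table has 30 genes in this stretch, of which 26 are protein coding, and 20 have a probe. Of these 20 probes, 13 were higher in both hybridizations and 0 were lower in both, while the 40 probes on both sides had a median log2 ratio of 0.0095. A blemish on the arrays would place the spots close together, but their median distance was 81.3 spots, at percentile 49.64 of random spots. Noise or a bias of the dyes has no position on the chromosome, so the 0 shuffles with as many higher genes count against it as well, and 0 probes of the run were called in opposite directions. Sequence linked to the mutated genes does not account for it either, since CUC1 lies on chromosome 3 and CUC2 on chromosome 5. Around CUC1, 4 of the neighbouring genes were called, all 4 of them higher, and 7.98% of all windows of that size held as many. Around CUC2 there were 2, as many as in 42.1% of windows.

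A difference in the number of copies of this stretch between the lines could raise its genes together. The 9 called genes had a median log2 ratio of 1.06, a 2.08-fold higher signal, and one between 0.79 and 0.95 under the 4 other settings. Among the 11 members that were not called, the median was 0.056 at percentile 89.75, among the 8 of them well above background it was 0.15 at percentile 99.39, and among the 2 brighter than the median probe it was 0.52. BIK1 at 0.96 and PGGT-I at 0.71 were close to the called genes, whereas AT2G39725 was at 0.32, AT2G39590 at 0.027 and EXPA4 at -0.033. Extra copies and a shared regulation of these genes cannot be told apart here, because no DNA was measured and the members that were not called are few and were sorted by their own ratio. RCA, which with RBCS1B prompted the search for photosynthesis genes but is not in the list found, lies in this run. The paper does not report the run, and no biological explanation for it was tested.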

How the results depend on the processing

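The alternatives of processing in this part were fixed before the data were examined. The count after normexp correction with loess is one of them. Its use above as a test of the dye normalization was chosen only after the results had been seen.

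The direction of the called genes held under every background correction and normalization. All 160 genes called in one direction kept their sign in every setting, as genes picked for large ratios would, with sizes at a median of 0.857 times the deposited ones after normexp correction with loess and 0.741 times without background correction. Of 200 values of named genes under the 4 combinations of background correction and normalization, 106 moved by less than their limit and 94 by more. Among genes that were not called, CUC3 (-0.029) turned to 0.010 after normexp correction with median centring, and in experiment 1 alone CUC1 was at 0.021, CUC3 at 0.017 and ATH1 at 0.029 in place of negative means. The values of the series table were the same and test nothing, and a single hybridization cannot move a mean past the limit, which is at least the standard deviation between the hybridizations. The number of called genes moved with the limit. At a p under 0.05, 102 genes were lower, 237 higher and 25 called in opposite directions. Under 0.001 the numbers were 22, 55 and 1, and with Benjamini-Hochberg adjusted p-values under 0.05 they were 16, 39 and 0. All 22 and all 16 of these lower genes are in Table S1. By the size of the mean log2 ratio, beyond 1, 16 genes were lower and 35 higher, and 7 of the 16 are in Table S1. The rule on the mean has no opposite calls. With a log2 ratio beyond 0.5 in each hybridization after normexp correction and loess, 31 genes were lower, 65 were higher and 2 opposite. The 31 lower genes are all in Table S1, and 64 of the 65 are among the 108. The same rule on the deposited ratios gave 74 lower and 153 higher genes but 1277 opposite ones, and the cause was not tested. With a single hybridization, between 95 and 138 genes were lower and between 198 and 239 higher, since the rule then asks for less. Filters on dim probes or marked spots left all 52 lower genes and at least 107 of the higher genes.

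The ratios of the candidate genes were smaller in size under every other correction, and smallest without background correction. The cause was not tested. For STM the mean log2 ratio was -1.14 after normexp correction with loess, -1.16 after normexp correction with median centring, -0.79 without background correction and -1.27 after plain subtraction, which left out no spot. In the same order it was -2.86, -2.84, -2.41 and -2.99 for KLU, -0.82, -0.82, -0.62 and -0.88 for UFO, and -0.91, -0.91, -0.75 and -0.95 for ROXY20. SAI-LLP1 moved by more than its error only without background correction, to -0.79. PAN and BLR moved by less than their error throughout. At this signal over background, the sign of all these ratios held in each setting, and the sizes for STM, KLU, UFO and ROXY20 did not.

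The Pearson correlation of the hybridizations across all genes, -0.44, changed sign with the processing, and the Spearman correlation, -0.17, did so less. They were 0.21 and 0.0087 after normexp correction with loess, 0.38 and 0.082 without background correction, and 0.092 and -0.038 after plain subtraction, but -0.56 and -0.63 after normexp correction with median centring. Among probes well above background in the brighter genotype they were -0.084 and -0.0068. The heat list moved by less than its spread over members, except that a search of all descriptions for heat shock proteins and chaperones, 142 genes, gave -0.073 in place of -0.39. The cause was not tested. For the apex, storage, seed and CYP78A lists this spread is wide beside the median, so their stability was hardly tested. The medians of the apex, storage and CYP78A lists kept their sign in every setting, and that of the seed list, -0.0034, was 0.0015 without background correction and 0.0056 in experiment 1 alone. With each hybridization alone the heat list lay between -0.44 and -0.34. For qRT-PCR, 8 genes at the heart stage and 8 at the bending cotyledon stage had a ratio under 0.8 in both of the paper's experiments.

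No paired analysis was possible because both arrays hold the same pair of RNA extracts, so the replicate numbers of the records mark a dye swap and not separate samples.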

Other observations

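Of the tests below, those of the qRT-PCR ratios of heat genes and of the correlation by brightness were chosen only after the results had been seen. So were the starvation list and its members above background. The median of the heat list without genes of Table S1 was planned, but its use as a test of the heat pattern was chosen afterwards.

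Heat genes were lower in cuc1 cuc2 on the arrays. The list of 29 heat shock and chaperone genes with a probe had a median log2 ratio of -0.39, below all 10000 random lists, and all 29 had a mean ratio below 0. The 8 genes of the list that are in Table S1 do not account for this, since the median without them was -0.34. Another dye normalization does not either, since the highest median under the 4 other settings was -0.33. A loss of heat gene expression in every set of cuc1 cuc2 embryos would keep these 8 genes under 1 in each of the paper's 4 qRT-PCR comparisons. Of the 8, 0 did so, but neither did most other genes of Table S1, of which 3 of 40 did, so the levels within each comparison say more than this count. In the paper's heart-stage experiment 1 all 8 had a ratio under 1, with a median of 0.468, whereas in experiment 2 of the same stage 7 of the 8 were above 1, with a median of 3.07. At the bending cotyledon stage 6 and 7 of the 8 were above 1, with medians of 1.67 and 2.00. A difference in stress between single extracts could make these genes move together and change side between extracts, and the 7 genes above 1 are what it needs. The other 40 genes moved the same way at the heart stage but less, from a median of 0.712 with 12 above 1 to one of 1.16 with 21 above 1. At the bending cotyledon stage their medians were 1.64 with 27 above 1, close to the heat genes, and 0.586 with 10 above 1, well below them. Part of the shift is thus shared by the other genes of the tables. With 1 extract per genotype on the arrays, this remains a hypothesis.

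Sugar starvation genes were among the highest. SEN1, which had the highest mean log2 ratio of all genes, 2.47, was well above background on 2 arrays in cuc1 cuc2 and on 1 in Ler. Its size and rank hold only for the deposited ratios, since it lay between 0.55 and 1.06 under the 4 other settings, at ranks from 4 to 53 from the highest. DIN10 at 0.86 and BXL1 at 0.65 were also called, and the 6 genes of the list that were well above background everywhere had a median of 0.24 at percentile 99.9. The median of all 9 falls on DIN9, whose probe was not well above background in either genotype, and is not used. A general response to low sugar could raise the other members too, but the 6 that were not called, dim probes included, had a median of 0.086 at percentile 89.19, and the 4 of these above background one of 0.058 at percentile 80.2, with DYL1 at 0.39 and DIN2 at -0.00043. Such a response and a change of single genes cannot be told apart, because few members are bright enough and they differ from each other. ASN1 was not well above background in Ler and DIN9 in neither genotype, so no fold is given for them.

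Across all genes the log2 ratios of both hybridizations had a Pearson correlation of -0.44 and a Spearman correlation of -0.17, as a description, since genes are not independent replicates. Dim spots, whose ratio follows the dye, are a candidate explanation. Among the 2150 dimmest probes the correlation was -0.68 and among the 2150 brightest it was 0.69. The dye normalization of the scanner software may contribute as well, since the Pearson correlation was 0.21 after normexp correction with loess, though the Spearman correlation was 0.0087. The 11 genes called in opposite directions were all lower in experiment 1 and higher in experiment 2. Their median log2 signal, 9.64, lay below that of the lower genes, 10.75, and of the higher genes, 11.42, at percentile 0.02 of random draws from these genes. Whether they are dim spots whose ratio follows the dye or probes with a dye bias of their own cannot be told apart, since their signal is close to the median of all gene probes, 9.66, all 11 were well above background in every channel, and the correlation was 0.23 and 0.41 in the tier of brightness that holds their median and in the next brighter one.

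Besides STM, which was among the lowest, KNAT6 and LSH3 are cited by the paper as absent from the boundary of cuc1 cuc2 embryos in earlier work, and both were within their error of 0 in these whole embryos. KNAT6 had a mean log2 ratio of 0.077 (error of the mean 0.18) and LSH3 one of -0.15 (error of the mean 0.16). CUC3 was at -0.029 and ATH1 at -0.059, both with opposite signs in the hybridizations, and GA2ox4 was at -0.063. CLV3 had a mean of -0.50 from -0.82 and -0.17, and WUS one of -0.23 from -0.012 and -0.44, so in both the hybridizations differ by more than the error of the mean. TUB4, the other control gene of the qRT-PCR, was at -0.26, from -0.37 and -0.15.

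The apex list of 22 genes with a probe had a median log2 ratio of -0.14, below all 10000 random lists. It was -0.060 at percentile 7.01 in experiment 1 alone, -0.12 at percentile 0.39 in experiment 2 alone, and between -0.086 and -0.042 under the 4 other settings. Without STM, UFO and PAN the median was -0.059 at percentile 3.93, with 12 members below 0 and 7 above. BOP1 was not well above background in cuc1 cuc2 on either array and was so in Ler on only 1, so its bound, a signal at least 1.06-fold higher in Ler, rests on 1 array. KNAT1 was at 0.21 and KNAT2 at 0.16. The 6 CYP78A genes had a median of -0.12 at percentile 1.88, with KLU as the only one called, and medians of -0.12 at percentile 8.55 in experiment 1 alone and -0.37 at percentile 0.5 in experiment 2 alone.

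Beside KLU, STM, UFO and ROXY20, the lower genes with the largest ratios were AT4G29030 at -1.46, SRG3 at -1.14, HA3 at -1.11, AT2G06390 at -0.997, AT5G45020 at -0.95 and AT5G47590 at -0.94. Among the higher genes they were, after SEN1 and apart from RBCS1B and RCA, AT1G62480 at 1.47, AT3G15630 at 1.33, AT3G15450 at 1.29, MGL at 1.20, TT4, which encodes chalcone synthase, at 1.18, AT3G23080 at 1.17 and AT2G39560 at 1.16. Of these, AT3G15630 and AT3G15450 lie near CUC1 (AT3G15170) on chromosome 3, among the 4 called genes around it. Whether sequence linked to CUC1 raised them was not tested. The lower genes had at most 3 in 25 neighbouring probes, between AT1G24793 and AT1G25054, and 722 of 10000 shuffles gave as many. These 3, with AT1G24880, had log2 ratios from -0.63 to -0.59 in experiment 1 and from -0.54 to -0.53 in experiment 2. Whether their probes bind the transcripts of each other was not tested.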
